A study of Homo sapiens with 32 samples.

How the data were processed

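The study used SLAM-seq, an assay in which cells are fed the uridine analogue 4-thiouridine (s4U) for a short time and the incorporated s4U is later read as a T-to-C conversion in sequencing reads, so that newly made RNA can be told from older RNA in the same library. Per the labels' protocols, the cells were HCT116, an established human colorectal carcinoma line, carrying a doxycycline-inducible OsTIR1. OsTIR1 is a plant receptor protein that, together with auxin, sends proteins fused to an auxin-inducible degron to the proteasome. In the tagged line both alleles of IGF2BP3 carried the mini degron mAID; the parental line carried OsTIR1 without the tag. All wells received 200 ng/mL doxycycline for 24 h and 250 µM s4U for 2 h. Auxin was given at 500 µM for 9 h, and endoplasmic reticulum (ER) stress was set up with 5 µg/mL tunicamycin for 5 h, with DMSO as the vehicle; each time was counted back from collection. RNA was alkylated with iodoacetamide, made into 3′-end libraries with the QuantSeq kit and sequenced as single reads on a NovaSeq, per the labels' protocols. The 32 libraries formed 8 groups of 4, every combination of line (parental or tagged), stress (unstressed or stressed) and auxin (vehicle or auxin), and each library's group was taken from its label. The labels of replicates 1 and 2 of unstressed, vehicle-treated tagged cells repeat the name mAID-IGF2BP3, and those of the other tagged libraries do not. All were treated as the same tagged line. Each condition had 1 well per replicate, and nothing in the labels ties equal replicate numbers to a shared plate or day, so the p-values measure the spread between wells.

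The deposited files hold whole-number counts per transcript in the layout of Slamdunk's count tables, per the file headers: the reads over a region of each transcript, the reads carrying T-to-C conversions, the covered T positions and the conversions among them. Columns with a conversion rate and with CPM, per the file headers, were not used; only the counts were. The submitters' processing notes name the genome build hg38. As the deposited files are named, reads had been trimmed, mapped, filtered and counted with Slamdunk and collapsed to 1 entry per transcript. The Slamdunk version, its thresholds, the conversions needed for a T-to-C read and the annotation release were not given in the sources used here. A column for multimapping reads held 0 throughout. Each file had 95582 transcripts, and reads in a region shared by several transcripts were counted for each of them. Transcript identifiers were matched to gene symbols with a RefSeq table of the GRCh38.p14 assembly, the same build. Of 40767 curated mRNA identifiers, 40006 matched, as did 6326 of 33066 predicted ones and 0 of 21749 identifiers starting with "rna". The unmatched transcripts held 36.9% to 43.5% of a library's counts, an amount that includes reads counted again for matched transcripts, and stayed out of library sizes and tests.

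For each of 18829 named genes the matched transcript with the most reads over all libraries stood for the gene, because 52.9% of the genes had several matched transcripts with shared reads. Where genes had identical counts in every library, 1 was kept, which dropped 72 genes with a mean of at least 1 read; 14427 genes with at least 1 read were left. Total reads per gene, reads with conversions ("labelled reads") and the labelled share (labelled reads against the other reads of the same gene) were analysed separately. Reads in named genes came to 0.99 M to 6.98 M per library, from file totals of 3.89 M to 24.9 M (counted once for each transcript), and labelled reads to 0.088 M to 0.845 M. Intervals given for single libraries are 95% Wilson intervals; reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. No pair of replicates agreed within sampling noise (chi-square per degree of freedom 2.14 to 80.3 over the pairs of a group), so none was treated as a duplicate deposit.

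Total and labelled reads were each tested with edgeR 4.0.16 in R 4.3.3: TMM scaling (of the labelled reads by themselves for the labelled reading), filterByExpr on the 8 groups, a design with 1 coefficient per group over all 32 libraries, and the robust quasi-likelihood F-test. This tested 11186 genes for total reads, and 8980 that passed the filter in both readings for labelled reads and shares. For the labelled share, each library entered as a pair of columns, labelled and other reads, with a term per library, each kind scaled by its own TMM factors, and the share's change was the difference between both kinds; a change is therefore relative to the typical gene. "edgeR adjusted p" stands for the p of edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment over the genes of a comparison, with a threshold of 0.05. Errors of log2 fold changes are standard errors. Expression is given as CPM on TMM-scaled library sizes, as mean ± SD over 4 libraries. Library-wide labelling was compared with exact two-sided permutation tests of 4 against 4 libraries, whose smallest possible p is 0.0286.

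The comparisons with their tests, the 33 gene lists and the rule for naming genes were fixed before the data were examined, and so were the alternatives except for 4 named as later additions. The within-group axis, the tests of explanations in the closing section and the counts of other splits of the libraries were not among these. IGF2BP3, IGF2BP1 and IGF2BP2 are reported throughout; IGF2BP1 had too few reads to be tested. For each comparison the rule names up to 10 genes per direction with the largest fold change among genes past the threshold with a mean log2 CPM of at least 4 and, in comparisons of 2 groups, no overlap between the 4 and 4 libraries. Where fewer than 3 passed in a direction, the 3 with the smallest p in it are named. From the lists, members with the smallest p are named, and XBP1, ATF4, DDIT3, HSPA5 and MYC are always considered. Gene lists of at least 5 tested genes were tested with limma 3.58.1's camera at a preset correlation of 0.01, adjusted over the 29 lists tested in a comparison ("camera adjusted p"), and again with an estimated correlation. Over all comparisons of total and labelled reads, 96 of 551 list tests passed with the preset correlation and 53 with an estimated one, and the p with an estimated correlation is given beside each list call reported that it ended. DESeq2 1.42.0, limma on log2 ratios, other scalings and filters, fits on the compared libraries alone, a replicate-number block and the omission of single libraries served as alternatives.

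The tests were tested on simulated data: negative binomial counts with each gene's mean share of reads over all libraries, the real library sizes, the fitted dispersion of each gene and 200 genes changed. For the labelled share, both kinds of read shared most of that variation and an assumed dispersion of 0.01 was added to each, below the fitted common dispersion of 0.012, so its recovered shares rest on that assumption. For total reads under stress in parental cells, 29.9% of genes changed 1.5-fold, 65.7% of those changed 2-fold and 95.5% of those changed 4-fold were recovered; for labelled reads these were 10.4%, 41.8% and 92.4%, and for the labelled share 14.9%, 68.7% and 93.9%. For auxin in unstressed tagged cells the recovered shares at 2-fold were 64.2% of total reads, 31.3% of labelled reads and 40.3% of labelled shares. For the difference of the auxin effect between the lines, unstressed, they were 44.8%, 16.4% and 22.4%. Each of these tests called 2 to 5 unchanged genes. The counts simulated in this way held no variation shared by genes within a group and no outlying library. The recovered shares and false calls therefore do not cover such features of the real libraries. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.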

Results

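The series asked what loss of IGF2BP3, an RNA-binding protein that binds mRNA, does to RNA in unstressed cells and under ER stress, and used auxin-driven removal of a degron-tagged IGF2BP3 for this. Total and newly made RNA were measured by SLAM-seq of 3′ ends in 32 libraries of HCT116 cells, 4 in each of 8 groups: parental or tagged cells, unstressed or stressed with tunicamycin, with vehicle or auxin. Reads in named genes averaged 3.73 M per library in unstressed vehicle-treated parental cells and 3.61 M with auxin, 5.29 M in stressed parental cells and 2.97 M with auxin. In tagged cells the means were 3.16 M unstressed, 3.28 M unstressed with auxin, 3.45 M stressed and 3.83 M stressed with auxin. Single libraries held 0.99 M to 6.98 M reads in 11368 to 12926 genes, and their 10 most abundant genes took 4.64% to 9.97% of the reads. Labelled reads made up 8.88% (95% Wilson interval 8.82% to 8.93%) of the smallest library, replicate 1 of the stressed, auxin-treated parental cells, and up to 13.5% (13.4% to 13.5%) in replicate 1 of the unstressed, vehicle-treated tagged cells. That smallest library lay apart from its group mates, which held 3.32 M, 3.67 M and 3.89 M reads. It also had the fewest genes, 11368, and its 10 most abundant genes took 9.97% of its reads, against at most 5.81% elsewhere. Transcripts without a gene name held 43.46% of its counts, against at most 38.32% in any other library. The libraries of a group also differed along a shared axis, the first principal component of the within-group differences in total reads computed without that library. It held 42.8% of the within-group variance over 5607 genes and followed the number of T positions covered per read (Spearman rho 0.601 across genes, which are not independent replicates). Correlations of fold changes with the axis are across these genes and use fold changes fitted without that library.

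**Figure D1:**
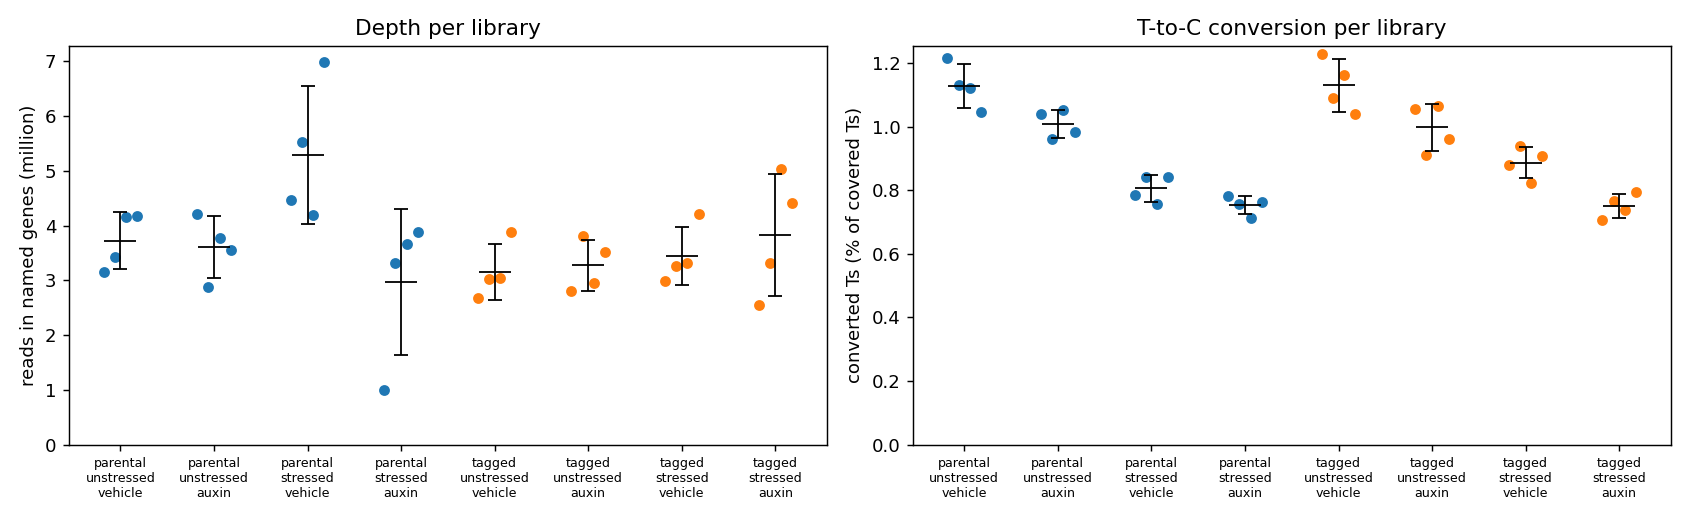
Reads in named genes in M (left) and T-to-C conversions as a percentage of covered T positions (right) for each of the 32 libraries (points), with mean and SD by group. Stressed groups averaged lower conversion than unstressed groups of the same line, 0.806% against 1.13% in vehicle-treated parental cells and 0.887% against 1.13% in tagged cells.

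IGF2BP3 (chromosome 7, 23310209 to 23470491, hg38; transcript NM_006547.2, counted over a 3′ region of 2153 bases) was read in every group. Its mRNA stood at 157.8 ± 13.1 CPM (SD, n = 4) in unstressed vehicle-treated parental cells and 155.4 ± 3.96 CPM (SD, n = 4) in tagged cells, a log2 difference of -0.02 with an edgeR adjusted p of 0.985. With auxin, tagged cells had 148.8 ± 19.7 CPM unstressed and 152.5 ± 13.1 CPM stressed, against 167.2 ± 14.2 CPM in stressed vehicle-treated cells. The auxin log2 fold changes of IGF2BP3 were -0.06 ± 0.11 (edgeR adjusted p 0.762) unstressed and -0.13 ± 0.11 (0.589) stressed in tagged cells, and -0.13 (0.486) and 0.19 ± 0.11 (0.386) in parental cells. The last was 0.07 (0.976) without replicate 1 of that auxin group. Auxin acts on the tagged protein, so mRNA levels do not show whether the protein was depleted, and no protein measurement was among the files. IGF2BP2 (chromosome 3, 185643130 to 185825042), a related RNA-binding protein, passed no main test of total reads. For stress in tagged cells it passed in 1 of 18 alternatives (adjusted p 0.0179). Labelled IGF2BP2 reads rose with stress in tagged cells by 0.69 ± 0.14 (log2, edgeR adjusted p 0.000187). In parental cells they stood at 0.29 ± 0.14 (edgeR adjusted p 0.147). The difference of the stress effect between the lines was not tested for labelled reads.

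Labelling of whole libraries was compared with exact two-sided permutation tests of 4 against 4, adjusted over 6 comparisons. With stress, 11.8% ± 0.739 of reads were labelled against 12.9% ± 0.520 in parental cells (difference -1.09 points, exact p 0.0571, adjusted 0.343), and 11.9% ± 0.467 against 12.6% ± 0.748 in tagged cells (-0.779, exact p 0.171, adjusted 0.343). The auxin differences were -0.564 and -0.806 points in unstressed and stressed tagged cells (exact p 0.286 and 0.143) and -0.179 and -0.944 in parental cells (exact p 0.657 and 0.371). The last was -0.272 without replicate 1 of the auxin group, the smallest library. The unstressed parental auxin difference was 2e-04 without replicate 2 of its auxin group. Without replicate 1 of unstressed vehicle-treated tagged cells, the unstressed tagged auxin difference was -0.291 and the stress difference in tagged cells -0.507. None of the 6 comparisons passed, which does not show that labelling stayed the same. The smallest possible exact p is 0.0286, and for conversions, given next, comparisons at that p had an adjusted p of 0.0571. Conversions as a share of covered T positions separated the groups fully, the smallest possible p of 0.0286, for stress in parental cells (-0.3215 points) and tagged cells (-0.2424) and for auxin in stressed tagged cells (-0.1355), with an adjusted p of 0.0571 for each. The other auxin differences were -0.1316 in unstressed tagged cells and -0.1198 and -0.0534 in unstressed and stressed parental cells (exact p 0.0857, 0.0571 and 0.1143). Each auxin difference was thus negative, but whether the fall differed between the lines or states was not tested.

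Tunicamycin was compared with vehicle in parental cells without auxin, which gives the stress response with untagged IGF2BP3. Tunicamycin blocks N-linked glycosylation in the ER, and the unfolded protein response (UPR) answers ER protein misfolding. DDIT3 (chromosome 12, 57516588 to 57520517), which encodes the stress transcription factor CHOP, rose from 25.1 ± 2.80 to 863 ± 69.2 CPM (SD, n = 4), a log2 fold change of 5.10 ± 0.21 with an edgeR adjusted p of 9.27e-18. HSPA5 (chromosome 9, 125234853 to 125241343), the ER chaperone BiP, rose from 786 ± 90.2 to 4348 ± 273 CPM (2.47 ± 0.11, 9.14e-17). HERPUD1 (chromosome 16, 56932142 to 56944864), part of ER-associated degradation, rose by 4.85 ± 0.21, and XBP1 (chromosome 22, 28794560 to 28800569), a UPR transcription factor, by 2.14 ± 0.11. DDIT4, an mTORC1 inhibitor (4.45 ± 0.29), the ER co-chaperone DNAJB9 (4.43 ± 0.37), the ubiquitin ligase SYVN1 (3.08 ± 0.32), STC2 (2.99 ± 0.18), ZNF165 (2.93), SESN2 (2.93 ± 0.15), TRIB3 (2.92 ± 0.20) and AREG (2.64 ± 0.46) also rose. Among the genes with the largest falls were TGOLN2 (chromosome 2, 85318027 to 85327989), a trans-Golgi membrane protein (-1.65 ± 0.17, edgeR adjusted p 2.41e-08), and CD59 (chromosome 11, 33703010 to 33736479), a complement inhibitor (-1.38 ± 0.09, 1.79e-12). HSPA1B, a cytosolic chaperone with a near-identical paralog (-1.39 ± 0.24; the call ended in both lines with the longest region per gene), P3H4, BMP4, EFNA2, TMEM19, FAM217B, POLH and FOXC1 fell as well. ATF4, the translation-controlled stress regulator, rose by 1.00 ± 0.17. MYC rose by 1.11 ± 0.29 (0.0116), with overlap between the groups (27.88 CPM in 1 unstressed and 25.6 CPM in 1 stressed library), and its call ended in 3 of 18 alternatives (adjusted p 0.0626 to 0.629), the axis as a covariate and the omission of replicate 2 of either group. For the genes named for their fold change, here and in the other comparisons of a pair of groups, the 4 libraries of one group all lay above the 4 of the other, which chance gives with a share of 0.0286. In all, 1444 of 11186 genes passed, 856 higher and 588 lower, and 3316 had an unadjusted p under 0.05. The fold changes followed the within-group axis (Pearson r 0.669 across genes). Leaving out 1 library gave 881 or 762 genes (replicates 1 and 2 of unstressed vehicle), 710 (replicate 2 of stressed vehicle) and 3397 (replicate 1 of stressed with auxin); the fit on the compared libraries gave 2230.

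Of the 29 fixed gene lists tested, 11 passed for total reads with stress in parental cells. Of 43 targets of ATF4 and CHOP, 35 rose and none fell (37 higher adjusted over the list alone; camera adjusted p 9.8e-90). Of 31 ER chaperones 23 rose (25 adjusted over the list alone; 2.08e-35), of 24 ER-associated degradation genes 14 rose (14; 1.58e-17), of 43 translocation and secretory genes 20 rose (29; 8.22e-13), and of 33 N-glycosylation genes 9 rose (11 higher and 2 lower; 0.000643). Examples are CHAC1, SLC7A11, SEL1L, EDEM1, SEC24D and GFPT1. Of 20 tRNA synthetases 10 rose (camera adjusted p 0.00115), and so did 6 of 14 UPR sensors and regulators (8.25e-11), including EIF2AK3, the kinase PERK. Of 11 reported substrates of IRE1-dependent decay, 7 fell and 1, PER1, rose (7 and 1 adjusted over the list alone; 1.5e-08), DGAT2 by -3.27 ± 0.56 and PMP22 by -0.63 ± 0.13. Of 29 immediate-early genes 17 rose and 2 fell (camera adjusted p 1.95e-07), and of 15 targets of nonsense-mediated decay 6 rose (0.000131), ATF3 among them. Of 10 targets of the aryl hydrocarbon receptor (AhR) 3 rose (4 adjusted over the list alone; camera adjusted p 0.000496; adjusted p = 0.0811 with an estimated correlation). Those 3 were STC2, the amino acid transporter SLC7A5 and the oxidant-response factor NFE2L2.

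In tagged cells without auxin the same comparison gave the stress response with tagged IGF2BP3. DDIT3 rose from 22.5 ± 3.19 to 843 ± 106 CPM (SD, n = 4; log2 fold change 5.22 ± 0.21, edgeR adjusted p 7.19e-18) and HSPA5 from 687 ± 15.2 to 4067 ± 546 CPM (2.57 ± 0.11, 3.38e-17). HERPUD1 rose by 4.73, DNAJB9 by 3.88, DDIT4 by 3.80, SESN2 by 3.11, STC2 by 2.79, TRIB3 by 2.60 and FICD, an enzyme that modifies BiP, by 2.60. XBP1 rose by 2.43 ± 0.12 and ATF4 by 1.43 ± 0.17, while MYC stood at 0.09 ± 0.32 (edgeR adjusted p 0.985). HSPA1B (-1.77 ± 0.24), CD59 (-1.21 ± 0.09), TGOLN2 (-1.18 ± 0.17), LRFN1 (-1.29) and ZNF503 (-1.04 ± 0.09) fell, as did WDCP, TMEM19, BMP4, TNFSF9 and XKR8. In the fixed groups 32 of 43 targets of ATF4 and CHOP rose (35 adjusted over the list alone; camera adjusted p 4.72e-132), as did 18 of 31 ER chaperones (22; 2.21e-46), 8 of 24 ER-associated degradation genes (10; 3.83e-20), 15 of 43 translocation and secretory genes (20; 3.86e-13) and 8 of 33 N-glycosylation genes (15; 2.59e-07). Of the 11 substrates of IRE1-dependent decay 4 fell and 1 rose (camera adjusted p 8.63e-06). In total 452 genes passed, 328 higher and 124 lower, with 1463 at an unadjusted p under 0.05; without replicate 1 of the stressed, auxin-treated parental cells the count was 869, and the fit on the compared libraries gave 780. Of the genes past the threshold in parental and tagged cells, 277 were higher in both (25.1 if independent) and 90 lower in both (6.5). The difference between the lines was tested directly: edgeR and DESeq2 called 0 genes, with 823 at an unadjusted p under 0.05 in edgeR. The smallest adjusted p was 0.649, for genes including HGSNAT, a lysosomal enzyme (0.86 ± 0.19), LSS and C2orf81 with positive and ADPGK, a glucokinase (-1.23), POC5 and IFT172 with negative differences. Of the lists, only small-subunit ribosomal proteins passed this test (camera adjusted p 0.0181; adjusted p = 0.759 with an estimated correlation). The differences between the lines followed the within-group axis (r -0.877 across genes). The fold changes with stress in tagged cells did not (0.017), unlike those in parental cells (0.669).

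**Figure D2:**
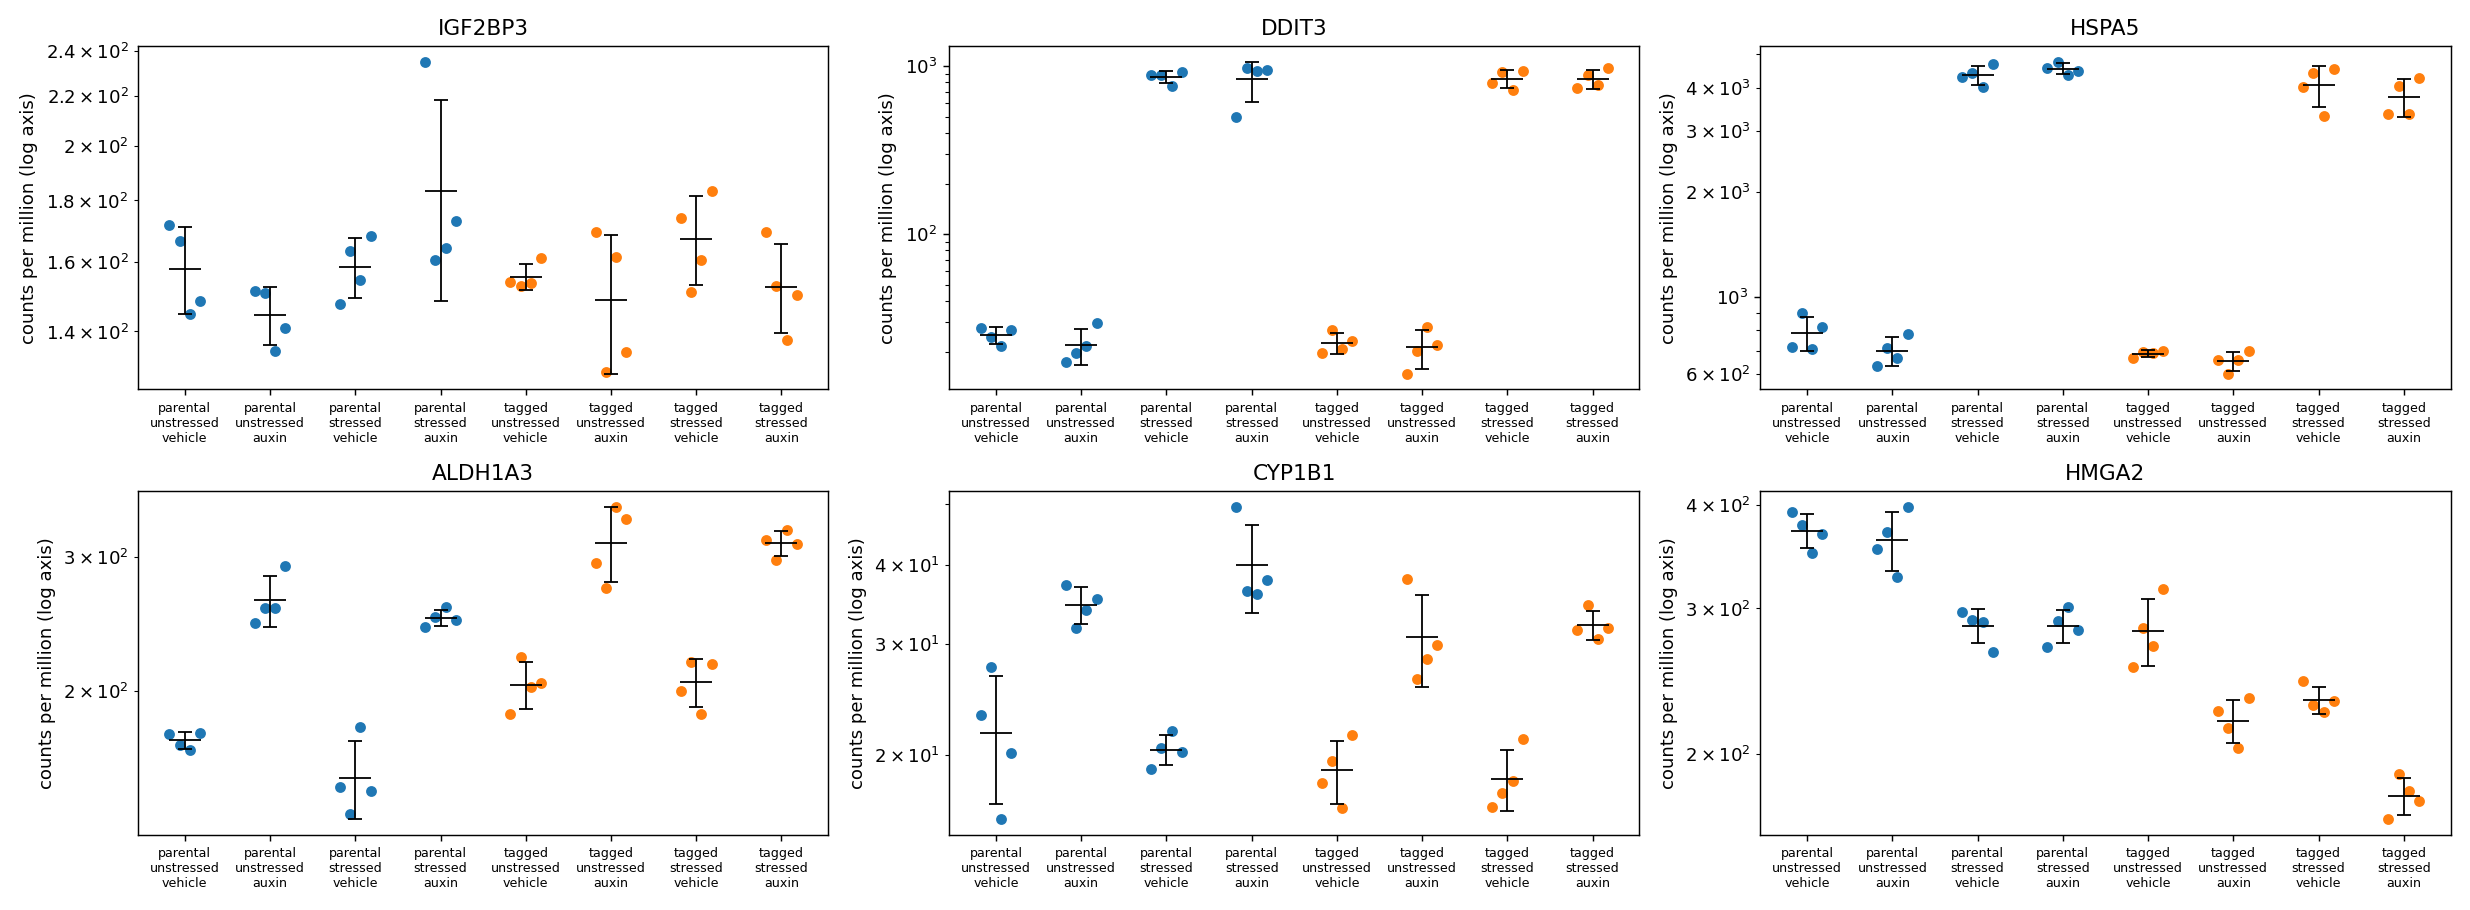
Total reads of IGF2BP3, DDIT3, HSPA5, ALDH1A3, CYP1B1 and HMGA2 in CPM on a log axis, for each of the 32 libraries (points), with mean and SD by group. DDIT3 averaged 25.1 CPM unstressed and 863 CPM stressed in vehicle-treated parental cells, while IGF2BP3 group means lay between 144.4 and 183.2 CPM.

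Labelled reads were taken as RNA made in the last 2 h. Every library received s4U, so the share of T-to-C reads that arise without s4U was not measured. In stressed parental cells labelled reads of DDIT3 rose by 5.05 ± 0.18 (log2, edgeR adjusted p 3.11e-35), of CHAC1, which degrades glutathione, by 5.05 ± 0.26 (1.77e-27), of HSPA5 by 3.98 ± 0.13 (1.85e-39) and of HYOU1, an ER chaperone, by 3.82 ± 0.18 (1.46e-29). HERPUD1, DDIT4, DNAJB9, HSP90B1, TRIB3 and SDF2L1 followed, between 3.63 and 4.85. EPS8L2, an actin-regulating protein, fell by -2.81 ± 0.39, and GDF11, SURF2, TMEM52, VWA1, CRIP1, ASIC1, RAB3D, SGSM2 and SLC30A3 also fell. Of the tested list members, 38 of 43 targets of ATF4 and CHOP (40 adjusted over the list alone; camera adjusted p 2.13e-94), 35 of 43 secretory genes (38; 1.01e-38) and 25 of 29 ER chaperones (26; 4.1e-81) rose. In tagged cells 37, 29 and 25 of these groups rose, with CHAC1 at 5.71 ± 0.30 and HSPA5 at 4.22 ± 0.13. In parental cells 1541 of 8980 genes passed, 909 higher and 632 lower (2686 at an unadjusted p under 0.05), and in tagged cells 844, 621 higher and 223 lower (1859). Scaled by total reads, which moved the median of all genes by -0.284 and -0.238 (log2), these became 579 higher and 1786 lower, and 437 higher and 705 lower, so the balance of directions depends on the scaling.

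The labelled share of a gene was taken to compare newly made with older RNA, with the same limit. It is relative to the typical gene and was tested in parental cells with stress. HSPA5 went from 10.9% to 25.9% labelled reads (log2 ratio change 1.85 ± 0.08, edgeR adjusted p 4.28e-42) and HYOU1 from 7.61% to 25.8% (2.43 ± 0.16, 6.21e-25). WARS1, a tRNA synthetase (2.33 ± 0.20), PDIA4, an ER protein disulfide isomerase (2.16 ± 0.18), ASNS, asparagine synthetase (2.08 ± 0.20), SMIM14 (2.58 ± 0.37), CLIC4, WIPI1, SEC24D, MAP1B and PROM1 also rose. For CD59 and TGOLN2, whose total reads fell, the labelled share rose, from 10.0% to 18.2% (1.33 ± 0.18, 3.59e-09) and from 15.3% to 21.9% (0.98 ± 0.15, 8.81e-08). ATF4 fell in labelled share, from 32.8% to 19.5% (-0.68 ± 0.08, 1.18e-10), and so did EPS8L2 (-2.28 ± 0.36), AKT1, a kinase of growth signalling (-2.13 ± 0.37), KCTD13, SLC35B2, GNB2, ZNF701, INPP5E, TBX19, MYRF and NDUFB3. DDIT3, with 59.4% and 48.2% labelled, did not pass (-0.33, 0.271). Of 8980 genes 735 passed, 433 higher and 302 lower (1838 at an unadjusted p under 0.05). Without centring on the typical gene 1989 passed, 210 higher and 1779 lower, with a median of -0.398. limma on log2 ratios called 375 genes and limma on conversion rates 274.

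Auxin in unstressed tagged cells removes IGF2BP3 by design, and the same treatment of parental cells shows what auxin does without the tag. ALDH1A3 (chromosome 15, 100879831 to 100916626), a retinaldehyde dehydrogenase, had 204 ± 14.3 CPM with vehicle and 313.3 ± 35.1 CPM with auxin in tagged cells (SD, n = 4; 0.62 ± 0.09, edgeR adjusted p 0.00218). CYP1A1 and CYP1B1, cytochrome P450 enzymes and AhR targets, rose by 2.31 ± 0.38 (0.00555) and 0.69 ± 0.15 (0.0355). XBP1 rose by 0.56 ± 0.11 (edgeR adjusted p 0.0247), a call that ended with the within-group axis as a covariate, after correction for T content, and without replicate 1, 2 or 4 of vehicle or replicate 2 of auxin. With vehicle, XBP1 was lower in tagged than in parental unstressed cells by -0.46 ± 0.11 (0.116). That difference passed in 3 of 18 alternatives (adjusted p 0.00173 to 0.03). CENPA, the centromeric histone (1.35 ± 0.32), TYMS, thymidylate synthase (0.94 ± 0.22), SNX3, a sorting nexin (1.56 ± 0.37), BTBD10, SHMT1, ZC3H7B, SLMAP, MRPL50, CTNNAL1 and THOC7 rose. Each of these calls ended in 7 to 9 of 18 alternatives. AGRN, a basement membrane proteoglycan, fell from 68.4 ± 4.81 to 37.7 ± 5.80 CPM (-0.86 ± 0.15, 0.00555), and PSMB10, an immunoproteasome subunit (-0.77 ± 0.16), C2CD2L (-0.69 ± 0.12), GSTP1, a glutathione transferase (-0.65 ± 0.15), PFDN6, STEAP2, SCARA3, SLC7A6OS, SYMPK and UNG fell too. The calls of these falls ended in 1 (AGRN) to 11 (SCARA3) of 18 alternatives. Of 30 genes on the IGF2BP3-bound list, CCNG1, cyclin G1, rose (0.67 ± 0.15, 0.0355) and HMGA2, a chromatin protein (chromosome 12, 65824460 to 65966291), fell (-0.36 ± 0.08, 0.0431); adjusted over the list alone 1 was higher and 3 lower, and the list did not pass (camera adjusted p 0.792). Of 10 AhR targets 3 rose (8 higher and 1 lower adjusted over the list alone; camera adjusted p 9.81e-08; adjusted p = 0.0509 with an estimated correlation). Of 32 small-subunit ribosomal protein genes none passed over all genes in edgeR, and 16 were lower adjusted over the list alone (camera adjusted p 2.1e-11; adjusted p = 0.166 with an estimated correlation). In total 76 genes passed, 44 higher and 32 lower, with 2230 at an unadjusted p under 0.05 and 563 by DESeq2. The fold changes followed the within-group axis (r 0.884 across genes), on which auxin-treated libraries scored 1.60 ± 0.456 (SE) higher. The count was 7, 15, 20 or 6 without replicate 1, 2, 3 or 4 of the vehicle group, 230, 2 or 7 without replicate 1, 2 or 3 of the auxin group, 1799 without replicate 1 of the stressed, auxin-treated parental cells, and 2086 in the fit on the compared libraries.

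**Figure D3:**
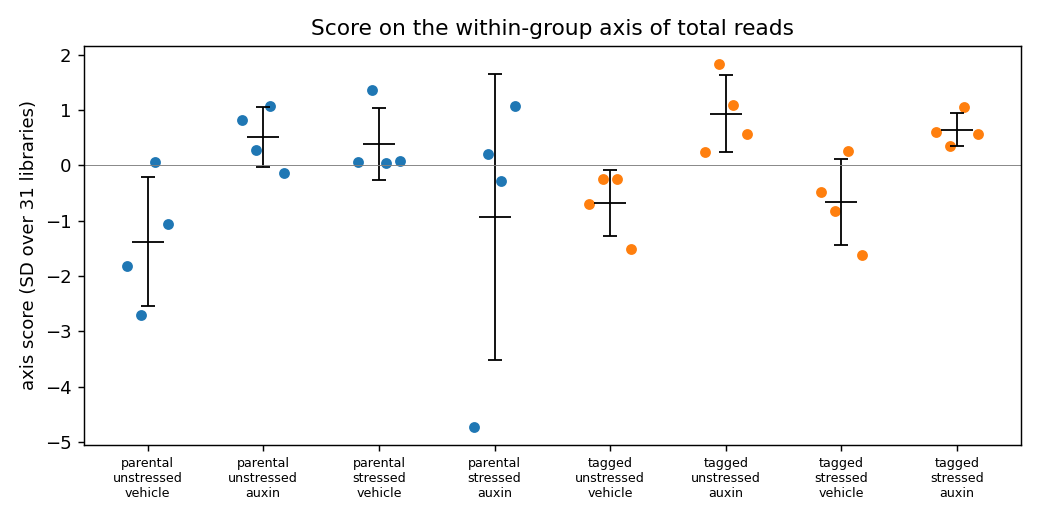
Score of each of the 32 libraries on the within-group axis, in SD over 31 libraries, with mean and SD by group. Replicate 1 of the stressed, auxin-treated parental cells scored -4.72, and auxin groups averaged 1.89 higher than vehicle in unstressed parental cells and, without that library, -0.051 in stressed parental cells.

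Labelled reads of unstressed tagged cells changed with auxin in 18 genes, 11 higher and 7 lower (1111 at an unadjusted p under 0.05). CENPA rose by 1.54 ± 0.30 (log2, edgeR adjusted p 0.0107), with KLHL15, CD9, SEC24D, SEC14L1, PDXDC1, SARAF, ASPH, HMGN4 and TYMS also higher. AGRN fell by -1.05 ± 0.24 (0.0291), as did QARS1, TATDN2, RPS14, GSTP1, PGM3 and KHSRP. Scaled by total reads, 10 genes were higher and 46 lower; without replicate 1 of the stressed, auxin-treated parental cells 78 were higher and 89 lower. The labelled count was 2, 11 or 0 without replicate 1, 2 or 4 of vehicle and 29, 0 or 8 without replicate 1, 2 or 3 of auxin. No gene passed for labelled share with edgeR (0, with 652 at an unadjusted p under 0.05; limma called 0 on log2 ratios and 2 on conversion rates), CLDN7, a tight-junction protein, being nearest (0.96 ± 0.20, edgeR adjusted p 0.0557), followed by HMGA2 and ATP5MC3 (positive) and QARS1, PARK7 and DERA (negative). The share count was 3, 1, 6 or 1 without replicate 1, 2, 3 or 4 of vehicle, 1, 4 or 3 without replicate 2, 3 or 4 of auxin, and 1 without replicate 1 of the stressed, auxin-treated parental cells.

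In stressed tagged cells auxin changed ALDH1A3, from 205.7 ± 15.0 to 312.4 ± 11.6 CPM (SD, n = 4; 0.60 ± 0.09, edgeR adjusted p 0.00333), and CYP1B1 (chromosome 2, 38067509 to 38076151), a cytochrome P450 enzyme and AhR target, from 18.3 ± 2.02 to 32.1 ± 1.70 CPM (0.80 ± 0.15, 0.0345). CYP1B1 lost its call in 8 of 18 alternatives (adjusted p 0.0567 to 0.239) and ALDH1A3 without replicate 3 of vehicle (0.0537). No other gene passed of 1529 at an unadjusted p under 0.05; by smallest p, NT5E had 0.71, ZNF276 -0.51, HMGA2 -0.39 ± 0.08 and PNO1 -0.63, each with an edgeR adjusted p of 0.104. Without replicate 1 of the stressed, auxin-treated parental cells these 4 passed (0.0057, 0.0129, 0.00933 and 0.00116). DESeq2 called 34 genes. Of 10 AhR targets 2 rose (5 adjusted over the list alone; camera adjusted p 3.41e-07; adjusted p = 0.0446 with an estimated correlation). Small-subunit ribosomal protein genes were lower as a list (camera adjusted p 5.82e-09; adjusted p = 0.231 with an estimated correlation), and ribosome biogenesis genes too (0.0218). For labelled reads edgeR called 0 genes (953 at an unadjusted p under 0.05; DESeq2 5), and for labelled share 0 (616; limma 1 on log2 ratios and 3 on conversion rates). Among the nearest were LSM14A, ASPH and GEMIN2 (positive) and MICALL2 and ARL14EP (negative) for labelled reads, and TNS4, ASPH and CA11 (positive) and INPP5E, CPOX and VPS35L (negative) for the share. The fold changes followed the within-group axis (r 0.862 across genes). Without replicate 1 of the stressed, auxin-treated parental cells 281 genes passed, and in the fit on the compared libraries 1307; without 1 replicate of these groups the count was 1 (replicates 1 and 2 of vehicle, and each of the auxin group) or 0 (replicate 3 of vehicle). The labelled-read count was 98 without replicate 1 of the stressed, auxin-treated parental cells, 1 or 3 without replicate 1 or 3 of vehicle and 1 without replicate 1 of auxin, and the share count 2 or 11 without replicate 2 or 3 of vehicle and 1, 2 or 3 without replicate 1, 2 or 4 of auxin.

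In unstressed parental cells, which carry no tag, auxin raised ALDH1A3 from 172.5 ± 4.38 to 263.1 ± 20.1 CPM (SD, n = 4; 0.61 ± 0.09, edgeR adjusted p 0.00147) and CYP1B1 from 21.7 ± 4.97 to 34.6 ± 2.30 CPM (0.68 ± 0.14, 0.00901). TIPARP, a target of AhR, rose by 1.17 and NFE2L2 by 1.06. C5orf15 (2.36 ± 0.55), EIF2D, WRAP73, TMSB4X, MRPL13, COPS7A, MRPL16, CD9, EIF4H and BOLA3 were among the genes with the largest rises, and RARS2 (-0.93 ± 0.21), POLD1, a DNA polymerase subunit (-0.85 ± 0.15), DOHH, RAC3, NEDD8-MDP1, AGTRAP, DNLZ, CHKB, VARS2 and TSPAN4 among those with the largest falls. ATF4 fell by -0.63 ± 0.17 (0.0248), with overlap between the groups; the call ended in 6 of 18 alternatives (adjusted p 0.0594 to 0.555), the axis as a covariate and the omission of replicate 1, 2 or 4 of vehicle or 1 or 3 of auxin. Of the AhR targets 4 rose (6 adjusted over the list alone; camera adjusted p 0.000522; adjusted p = 0.316 with an estimated correlation), of 20 tRNA synthetases 5 fell (0.00642; adjusted p = 0.118 with an estimated correlation), and of 32 small-subunit ribosomal protein genes 7 fell (2.84e-06; adjusted p = 0.316 with an estimated correlation). In total 805 genes passed, 542 higher and 263 lower, with 2727 at an unadjusted p under 0.05. The fold changes followed the within-group axis (r 0.846 across genes), and the count was 115, 48, 1507 or 240 without replicate 1, 2, 3 or 4 of vehicle, 102 or 77 without replicate 1 or 3 of auxin, and 2806 without replicate 1 of the stressed, auxin-treated parental cells; it was 1642 in the fit on the compared libraries. For labelled reads 55 genes passed, 41 higher and 14 lower (15 and 15 scaled by total reads), HMCES by 2.88 ± 0.48 and TRIOBP by 1.42 ± 0.19 among them. The labelled count was 15, 2, 227 or 3 without replicate 1, 2, 3 or 4 of vehicle, 3, 9, 3 or 89 without replicate 1, 2, 3 or 4 of auxin, and 320 without replicate 1 of the stressed, auxin-treated parental cells.

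In stressed parental cells auxin raised ALDH1A3 from 154 ± 18 to 249.6 ± 6.24 CPM (SD, n = 4; 0.70 ± 0.09, edgeR adjusted p 0.000232) and CYP1B1 from 20.4 ± 1.15 to 40.0 ± 6.42 CPM (0.93 ± 0.15, 0.00213), and no other gene passed (1775 at an unadjusted p under 0.05; DESeq2 257). HDAC7 (0.91 ± 0.19, edgeR adjusted p 0.103), NDUFAF4 (-0.47, 0.103), MCM10 (-0.49, 0.103) and MRPL4 (-0.44, 0.183) came next. The group holds the library that lay apart, and the fit on the compared libraries called 0 genes. Without that library HDAC7 stood at 0.585 (edgeR adjusted p 0.265), MCM10 at -0.41 (0.119) and MRPL4 at -0.292 (0.472), while NDUFAF4 passed (-0.517, 0.0105). Without replicate 2, 3 or 4 of the auxin group 202, 173 or 847 genes passed. Labelled reads of GRIPAP1 rose by 1.53 ± 0.29 (0.0134), with overlap between the groups. This was the only call of 605 genes at an unadjusted p under 0.05. MED24 and HDAC7 (positive) and NOP14, RPS21 and WWP1 (negative) came next. The labelled count was 0 without replicate 1, 2 or 4 of vehicle or replicate 2 or 3 of auxin, 3 without replicate 1 of auxin and 4 without replicate 4 of auxin.

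The auxin effect of tagged cells minus that of parental cells asks what auxin did through the tag. Unstressed, SH2B1 (chromosome 16, 28846606 to 28874205), an adaptor of receptor signalling, had 46.3 ± 5.89 and 68.0 ± 4.13 CPM without and with auxin in parental cells and 68.1 ± 2.06 and 46.3 ± 5.85 CPM in tagged cells (SD, n = 4; log2 difference -1.12 ± 0.17, edgeR adjusted p 0.00397). FOXK1 (chromosome 7, 4682295 to 4771442), a forkhead transcription factor, had 48.0 ± 6.23 and 78.3 ± 9.90 CPM in parental and 66.8 ± 3.58 and 55.3 ± 4.00 CPM in tagged cells (-0.98 ± 0.17, 0.0149). These were the 2 calls of 666 genes at an unadjusted p under 0.05; PDCD6, ERLEC1, PMPCA and SEL1L3 came next and did not pass, but did in 5, 5, 4 and 6 of 26 alternatives. FOXK1 lost its call in 7 of 26 alternatives, each the omission of 1 compared library (adjusted p 0.0516 to 0.0812). DESeq2 called 29 genes, and with the within-group axis as a covariate 578 passed for total reads and 30 for labelled reads. XBP1 (0.57 ± 0.16, 0.372) and HMGA2 (-0.32 ± 0.12, 0.615) did not differ past the threshold. XBP1 passed in 1 of 26 alternatives, the axis as a covariate (adjusted p 0.00556), and had 0.0661 without replicate 1 of the stressed, auxin-treated parental cells. Stressed, edgeR called 0 genes (2430 at an unadjusted p under 0.05; DESeq2 146), and HMGA2 stood at -0.39 ± 0.12 (0.166). FOXK1 then had 42.17 to 58.2 CPM without and 57.62 to 66.22 CPM with auxin in parental libraries. In tagged libraries it had 45.44 to 59.21 and 51.83 to 65.63 CPM, so its unstressed fall in tagged cells was not repeated. The unstressed FOXK1 difference also held a rise in parental cells, which carry no tag (48.0 to 78.3 CPM). Stressed parental libraries again tended to be higher with auxin, with overlap. SH2B1 had 39.99 to 46.32 and 43.73 to 60.47 CPM in parental, and 45.1 to 59.39 and 37.75 to 49.07 CPM in tagged libraries. These changes had the directions seen unstressed, with overlap between vehicle and auxin in each line. The smallest p were those of MED24 (-1.35), SCARA3 (-1.17) and ARFIP2 (-0.91), each with an edgeR adjusted p of 0.151, and of CCDC18 (2.89), GLT8D2 (2.44) and AFF4 (0.87), each with 0.166. Without the library that lay apart, the stressed difference followed the within-group axis (r 0.782 across genes, which are not independent replicates), and so did its change with stress (0.762), while the unstressed difference had -0.13. That library is part of the stressed counts given; without it edgeR called 0 genes for total reads. For labelled reads unstressed, the difference between the lines was positive for the list of 14 UPR sensors and transducers (median log2 0.33, camera adjusted p 0.0245, and 0.0473 with an estimated correlation), with 0 members past the threshold over all genes or adjusted over the list alone; XBP1 had 0.55 ± 0.25. Immediate-early genes (stressed, camera adjusted p 0.0236; adjusted p = 0.31 with an estimated correlation) and small-subunit ribosomal proteins (stressed, 0.0127; adjusted p = 0.563 with an estimated correlation) differed as lists too, for labelled reads; with the axis as a covariate the adjusted p was 0.546 and 0.914. Labelled reads gave 0 calls with edgeR unstressed (462; DESeq2 0) and stressed (1038; DESeq2 21), and labelled share 0 unstressed (414; limma 0 and 0) and stressed (541; limma 1 and 0). Nearest for labelled reads were S100A10, FHL2, ATG3, ARID3A, ATG2A and LIG3 unstressed and ASPH, RMC1, MED21, TRIM11, MED24 and RPS4X stressed. For the share they were ERRFI1, SARAF, EDARADD, SLC39A6, PORCN and LIG3, and RPL36A, QSOX1, CEP162, KLF11, GANAB and VPS35L. The change of this difference with stress gave 0 calls (1005; DESeq2 0), with CSPG5, SMIM19, ZNF227, PUSL1, DNAJC30 and LIPT2 nearest (adjusted p 0.506). The IGF2BP3-bound list passed in none of these total-read tests (camera adjusted p 0.53 unstressed, 0.91 stressed, 0.808 for the change with stress). The unstressed count was 1 without replicate 1 of vehicle or replicate 1 or 3 of auxin in parental cells, or replicate 2 or 3 of vehicle or 1 or 2 of auxin in tagged cells, 4 without replicate 4 of auxin in parental cells, 65 without replicate 1 of the stressed, auxin-treated parental cells and 33 in the fit on the compared libraries. Without replicate 4 of the stressed, auxin-treated parental cells the stressed count was 1029 for total reads, 51 for labelled reads and 1 for the share. It was 1 for labelled reads without replicate 1 of that group and 1 for the share without replicate 3 of stressed vehicle-treated tagged cells, and the unstressed share count was 1 without replicate 1 of unstressed vehicle-treated parental cells.

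Vehicle-treated unstressed tagged and parental cells were compared to see what the tagged line differs in without auxin. VCAN (chromosome 5, 83471744 to 83582302), the proteoglycan versican, had 31.5 ± 3.24 CPM in tagged and 102.1 ± 6.27 CPM in parental cells (SD, n = 4; -1.70 ± 0.16, edgeR adjusted p 7.64e-08). MAL2 (chromosome 8, 119208363 to 119245673), an apical transport protein, had 224.9 ± 9.93 against 106.8 ± 4.55 CPM (1.07 ± 0.13, 1.1e-05). CDH1, E-cadherin (1.43 ± 0.32, 0.0438), S100A14 (0.96 ± 0.16), CLDN7 (0.61 ± 0.13), CRYBG1, AP1M2, CTNNBIP1, SH2B1 and PXN were higher. Apart from that of S100A14, these calls ended in 7 (AP1M2) to 11 (PXN) of 18 alternatives. S100A4, a calcium-binding protein (-0.73 ± 0.11), PDLIM5 (-0.76 ± 0.10), NGRN (-0.81 ± 0.13), the cyclin-dependent kinase CDK6 (-0.67 ± 0.14), HMGA2 (-0.40 ± 0.08, 0.0337), ACP2, NT5DC1, MSRB3, HGSNAT and TRNP1 were lower. The calls of CDK6, ACP2, NT5DC1, MSRB3, HGSNAT and TRNP1 ended in 2 (ACP2) to 12 (TRNP1) of 18 alternatives. Of 12 colon epithelial genes 2 were higher (4 higher and 1 lower adjusted over the list alone; camera adjusted p 0.0331; adjusted p = 0.14 with an estimated correlation). In total 27 genes passed, 11 higher and 16 lower (790 at an unadjusted p under 0.05; DESeq2 61). The count was 10, 12 or 14 without replicate 1, 2 or 4 of the parental group, 8, 11, 9 or 11 without replicate 1, 2, 3 or 4 of the tagged group, 147 without replicate 1 of the stressed, auxin-treated parental cells, and 13 in the fit on the compared libraries. The fold changes correlated with the within-group axis (r 0.523 across genes), and with the axis as a covariate 388 genes passed. The design has 1 tagged line, so a difference between the lines is not separated from an effect of the tag.

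Several fixed lists passed in neither line for total reads under stress, without a covariate. The IGF2BP3-bound list had camera adjusted p 0.692 in parental and 0.384 in tagged cells, m6A factors 0.383 and 0.123, mRNA decay factors 0.692 and 0.47, p53 targets 0.692 and 0.942, G1/S genes 0.692 and 0.86, G2/M genes 0.692 and 0.384, NF-kB targets 0.185 and 0.189, interferon genes 0.692 and 0.998, NRF2 targets 0.445 and 0.278 and hypoxia genes 0.349 and 0.294. Large-subunit ribosomal proteins had 0.692 and 0.357, small-subunit ones 0.0947 and 0.56, ribosome biogenesis 0.928 and 0.998, oxidative phosphorylation 0.445 and 0.537 and colon epithelial genes 0.445 and 0.942. Cholesterol genes passed in tagged cells (0.0288; 0.383 in parental), heat shock genes in tagged cells (0.00355; adjusted p = 0.25 with an estimated correlation; 0.117 in parental) and autophagy genes in tagged cells (0.0288; adjusted p = 0.0751 with an estimated correlation; 0.0513 in parental). With the axis as a covariate, m6A factors passed in parental cells (lower, adjusted p 0.0451; adjusted p = 0.0491 with an estimated correlation), and so did heat shock genes (lower, 2.4e-06). Large- and small-subunit ribosomal proteins passed there as higher (0.00154 and 0.00327; adjusted p = 0.385 and 0.364 with an estimated correlation), the reverse of their direction without it, and NRF2 targets in tagged cells (higher, 0.0389). In the test of the difference of the stress effect between the lines the cholesterol, heat shock and autophagy lists had camera adjusted p 0.811 each. Marker genes of fibroblasts, leukocytes and neurons had too few tested members, with median levels of 0.264, 0.21 and 0.291 CPM.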

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

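The tests of depth against the axis, of the axis from tagged libraries, of 1 size of auxin response on the axis, of the outlying library's position on the axis and of its place against unstressed libraries were chosen after the result was seen; the others in this part were not. A sample far from the other 3 of its group was found for 10 of 144 groups of 4 libraries, and chance alone gives about 1 in 20.

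Replicate 1 of the stressed, auxin-treated parental cells stood out with IGF2BP3 at 235.0 CPM (the other 3 at 160.7 to 172.9), IGF2BP2 at 562.8 CPM (311.2 to 344.1), DDIT3 at 495.4 CPM (937.5 to 969.7) and CYP1B1 at 49.54 CPM (36.01 to 37.98). Replicate 4 of the unstressed vehicle-treated tagged cells had IGF2BP3 at 161.3 CPM (152.8 to 154.0) and ATF4 at 817.4 CPM (682.1 to 704.5). XBP1 was 45.87 CPM in replicate 3 of the unstressed auxin-treated tagged cells (55.08 to 56.88). In replicate 4 of the stressed auxin-treated parental cells MYC was 44.48 CPM (20.33 to 22.49) and FOXK1 66.22 CPM (57.62 to 58.65). MYC was 24.54 CPM in replicate 3 of the stressed vehicle-treated tagged cells (14.57 to 16.26). The auxin effect differed between the lines by -0.978 (log2) for FOXK1 and -1.115 for SH2B1, each past the edgeR threshold as a test of the difference. Transcripts without a gene name, which no comparison used, held at least 36.88% of the counts in every library.

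The auxin fold changes of total reads followed an axis along which libraries also varied within groups, computed without the outlying library, in unstressed tagged, stressed tagged and unstressed parental cells (r 0.884, 0.862 and 0.846 across genes) but not in stressed parental cells (-0.069). Base composition of the counted region as the whole cause is argued against, since after removal of each library's trend on T positions the correlation with the axis in unstressed parental cells went from 0.846 to 0.640 across genes. Depth is argued against by a within-group Pearson r of 0.189 between axis score and log2 reads over 31 libraries (two-sided permutation p 0.299; Spearman rho 0.186, permutation p 0.345; r 0.172 without the 2 libraries farthest in depth). A property of single libraries that varies without auxin may account for part of it and stays open. An axis from tagged libraries alone correlated at 0.805 with the parental auxin fold changes. The axes from parental and from tagged libraries correlated at 0.886, so that value was close to given by the 0.846 above. It does not test this explanation. A biological effect of auxin on these genes stays open, of 1 size in each line and state too, since the axis score difference of -0.051 in stressed parental cells (95% interval -1.35 to 1.25) and the other 3, at 1.31 to 1.89, gave a permutation p of 0.0773 against 1 common size; no other biological explanation was tested.

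Replicate 1 of the stressed, auxin-treated parental cells lay apart from its group over all genes. Low depth alone is argued against, since the most distant group mate thinned to its 0.99 M reads lay at 22.9% of its distance. A library of unstressed cells alone is argued against, since on the stress genes of tagged cells its median position between unstressed (0) and stressed (1) parental cells was 0.713 over 171 genes (mates 0.963 to 1.07), below the 0.75 first set as a bound but above the 8 unstressed parental libraries at -0.0604 to 0.146. A mixture with unstressed cells was not tested as such and stays open, as HSPA5 at 4553 CPM (mates 4352 to 4757), XBP1 at 229.9 CPM (211.9 to 224.4) and ATF4 at 2898 CPM (1540 to 1818) were not below the mates, while DDIT3 at 495.4 CPM (937.5 to 969.7) and HERPUD1 at 304.9 CPM (598.9 to 787.4) were. Its deviation correlated with the axis at -0.642 across genes, so an extreme place on the same axis may be part of it; no biological explanation was tested, as the design gives none for 1 library.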

How the results depend on the processing

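The alternatives added after seeing the data were the omission of replicate 1 of the stressed, auxin-treated parental cells from every fit, the longest region per gene, the within-group axis as a covariate and the correction for T content. Of 8702 values of named genes under the alternatives, 7827 kept their side of the threshold, 669 no longer passed and 206 passed anew. No value called in both fits changed direction, while 234 of the 8702, not called in both, changed sign. At this depth, 65.7% of simulated 2-fold changes were recovered for total reads, 41.8% for labelled reads and 68.7% for the labelled share, for stress in parental cells. The simulated counts did not hold the within-group axis. The cause was not tested for any change of a count below, except that a fit on the compared libraries has fewer libraries and a filter changes the genes tested. In comparisons without its group, omission of replicate 1 of the stressed, auxin-treated parental cells hardly moved the fold changes of named genes. With auxin in stressed tagged cells, HMGA2 had -0.385 with it and -0.394 without it (edgeR adjusted p 0.104 and 0.00933). PNO1 had -0.63 and -0.635 (0.104 and 0.00116). The higher counts there thus did not come with larger fold changes of these genes.

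Numbers are counts of genes past the threshold. DESeq2 gave, for total reads, 563 for auxin in unstressed and 34 in stressed tagged cells, 1326 in unstressed and 257 in stressed parental cells, 29 and 146 for the differences between the lines unstressed and stressed, and 61 for the tag; for labelled reads 46, 5 and 134 for auxin in unstressed tagged, stressed tagged and unstressed parental cells and 21 for the stressed difference. RLE scaling gave 2 labelled-read genes for auxin in stressed tagged cells. Labelled reads scaled by total reads gave 2365 for stress in parental cells, and 56, 4, 30 and 2 for auxin in unstressed tagged, stressed tagged, unstressed parental and stressed parental cells. The labelled share not centred gave 1989 for stress and 5 and 8 for auxin in unstressed and stressed tagged cells; limma on conversion rates gave 274, 2 and 3, and limma on log2 ratios 375 for stress, 1 for auxin in stressed tagged cells and 1 for the stressed difference. No filter gave, for total reads, 29 and 1 for auxin in unstressed and stressed tagged cells and 17 for the tag, and for labelled reads 114, 56, 205 and 28 for auxin in unstressed tagged, stressed tagged, unstressed parental and stressed parental cells and 102 for the stressed difference. The stricter filter gave 134 total-read genes for auxin in unstressed tagged cells; 773 and 473 labelled-read genes for stress in parental and tagged cells, 3 for auxin in stressed tagged and 0 in stressed parental cells; and for the share 6 for auxin in unstressed tagged cells and 1 for the stressed difference. The fit on the compared libraries gave, for total reads, 2230 and 780 for stress in parental and tagged cells, 2086, 1307, 1642 and 0 for auxin in unstressed tagged, stressed tagged, unstressed parental and stressed parental cells, 33 for the unstressed difference and 13 for the tag; for labelled reads 269, 170, 297 and 0 for auxin in the same order; and 1 for the share of auxin in stressed tagged cells. List calls fell from 96 to 53 with an estimated correlation. Conversion rates of libraries differed by -0.3215 and -0.2424 points with stress in parental and tagged cells and by -0.1355 with auxin in stressed tagged cells (exact p 0.0286 each), and the median gene's labelled percentage by -1.525 with stress in parental cells.

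Of the alternatives added later, the correction for T content gave 168 and 4 total-read genes for auxin in unstressed and stressed tagged cells and 4 for the unstressed difference, and 11 and 2 labelled-read genes for auxin in unstressed and stressed tagged cells. The axis covariate gave, for total reads, 1364 for stress in tagged cells, 12, 9, 295 and 48 for auxin in unstressed tagged, stressed tagged, unstressed parental and stressed parental cells, 578 and 3 for the unstressed and stressed differences and 388 for the tag; for labelled reads 1021 for stress in parental cells, 1, 7 and 4 for auxin in unstressed tagged, unstressed parental and stressed parental cells and 30 for the unstressed difference.

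With the replicate block, which treats equal replicate numbers as paired, total reads gave 1468 and 439 genes for stress, 81, 2, 907 and 2 for auxin in unstressed tagged, stressed tagged, unstressed parental and stressed parental cells, 2 and 0 for the differences and 18 for the tag, and the labelled share of auxin in stressed tagged cells gave 1. Whether equal numbers share a plate or day was not settled: across genes, the within-group deviations of libraries with equal numbers correlated at a mean of -0.295 (stress in parental cells) to 0.248 (stress in tagged cells), against 0.102 and -0.081 for unequal numbers.

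Leaving out 1 library at a time gave, for total reads, 710 to 3397 and 349 to 869 genes for stress in parental and tagged cells, 2 to 1799 and 0 to 281 for auxin in unstressed and stressed tagged cells, 48 to 2806 and 2 to 847 in unstressed and stressed parental cells, 1 to 65 and 0 to 1029 for the differences, 8 to 147 for the tag and 0 to 0 for the difference of the stress effect and for the change with stress. Labelled reads gave 1081 to 1941 and 698 to 1067 for stress, 0 to 167, 0 to 98, 2 to 320 and 0 to 4 for auxin, and 0 to 0 and 0 to 51 for the differences. The share gave 683 to 828 for stress, 0 to 6 and 0 to 11 for auxin and 0 to 1 for both differences. Labelled percentages of libraries differed by -1.38 to -0.801 and -1.07 to -0.507 points with stress, by -0.852 to -0.291 and -1.05 to -0.552 with auxin in tagged cells and by -0.403 to 2e-04 and -1.31 to -0.272 in parental cells. List calls were 107 without replicate 1 of the stressed, auxin-treated parental cells, the highest value of several ranges above.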

Other observations

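The tests with other splits of the libraries and the test of the aryl hydrocarbon receptor list with an estimated correlation beside the axis covariate were chosen after the result was seen; the test of that list with the preset correlation was not.

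HMGA2, a member of the IGF2BP3-bound list, was lower with auxin in tagged cells, from 281.7 ± 26.4 to 219.4 ± 13 CPM unstressed and from 232.5 ± 8.71 to 177.9 ± 9.26 CPM stressed (SD, n = 4), while parental cells had 372.8 and 362.8 CPM, and 285.6 and 285.7 CPM. The fold change was -0.36 ± 0.08 (edgeR adjusted p 0.0431) and -0.39 ± 0.08 (0.104) in tagged cells and -0.04 ± 0.08 and 0.00 ± 0.08 in parental cells, but the difference between the lines did not pass (edgeR adjusted p 0.615 and 0.166). In stressed tagged cells HMGA2 passed with DESeq2 (adjusted p 0.00138), in the fit on the compared libraries and without replicate 1 of the stressed auxin-treated parental cells (0.00933), and did not pass under the other alternatives, the axis covariate and the omission of any compared library included. With auxin in stressed parental cells, G1/S and replication genes lay lower as a list, relative to the other genes tested (camera adjusted p 0.00257, and 0.0089 with an estimated correlation). So did ribosome biogenesis genes (0.0038, and 0.0089). None of their members passed the threshold over all genes in edgeR. Adjusted over the list alone, 4 were lower for G1/S and 1 was higher for ribosome biogenesis. The mean of the ribosome biogenesis genes was -0.04 and the median -0.24. The stressed, auxin-treated parental group holds the outlying library, replicate 1. Without it the camera adjusted p was 1.23e-05 for G1/S and 2.49e-07 for ribosome biogenesis, both lower as lists.

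A hypothesis is that auxin, an indole compound, may raise targets of AhR with no part for the tagged protein. The list rose in unstressed parental cells with the axis as a covariate (camera p 1.02e-06, adjusted p 2.96e-05, median log2 fold change 0.19; adjusted p = 0.049 with an estimated correlation). In that fit it had adjusted p 5.09e-09 in stressed parental cells, 1.35e-14 in unstressed and 1.66e-11 in stressed tagged cells (0.00362, 0.00051 and 0.0012 with an estimated correlation). Without the covariate the adjusted p with an estimated correlation was 0.316 in unstressed and 0.574 in stressed parental cells and 0.0509 and 0.0446 in tagged cells, so in parental cells the call with an estimated correlation rests on the covariate fit, which leaves out the outlying library. The difference of this list between the lines did not pass (adjusted p 0.436 unstressed and 0.895 stressed). Its member CYP1A1, at low levels, had 2.08 to 4.962 CPM without and 3.388 to 6.081 CPM with auxin in unstressed parental libraries. In unstressed tagged libraries CYP1A1 had 0.3234 to 2.63 and 6.12 to 8.722 CPM, a larger rise from mostly lower vehicle levels. The auxin effect on CYP1A1 did not differ between the lines past the threshold. CYP1B1 rose past the threshold in both lines. The list held 10 tested genes, and STC2, SLC7A5 and NFE2L2 among them also rose with stress.

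Each comparison was repeated with the compared libraries divided into other groups of the same size. For total reads, stress gave 2230 genes in parental cells against at most 1 in the other 34 of 35 splits, and 780 in tagged cells against at most 8, so chance can be excluded. Being the highest of 35 is a share of 0.0286, the smallest these splits can give, for each result taken alone. Auxin gave 2086 genes in unstressed tagged cells (highest other 0), 1307 in stressed tagged cells (33) and 1642 in unstressed parental cells (1126), each the highest of 35 splits. A chance division of the libraries can be excluded at that share, but not a property of the libraries that goes with the groups: the split with 1126 put replicates 1, 2 and 4 of vehicle and replicate 4 of auxin together, which points to a structure of the samples. Auxin in stressed parental cells gave 0 in all 35. The difference between the lines unstressed gave 33 genes, with 3 of 100 splits as high (highest other 212, which points to a structure of the samples), and stressed gave 0 (highest other 41). The tag gave 13 genes, with 2 of 35 splits as high, so chance cannot be excluded for this count. The split with 916 genes put replicates 1, 2 and 4 of the parental and replicate 4 of the tagged group together, so a structure of the samples shows. The splits count genes and do not test single ones, such as VCAN (-1.70 ± 0.16, edgeR adjusted p 7.64e-08) and MAL2 (1.07 ± 0.13, 1.1e-05). The difference of the stress effect gave 0 (highest other 1251), again a structure of the samples, and the change of the auxin difference with stress 0 (highest other 1). For labelled reads stress gave 1930 and 975 genes against at most 0 in other splits, and auxin 269 (5) and 170 (32) in tagged cells and 297 (142) in unstressed parental cells, each the highest of 35; auxin in stressed parental cells gave 0 in all 35, and the differences between the lines 0 (28 and 12). For labelled share, stress gave 899 against at most 1, and auxin in stressed tagged cells 1 (3; 4 of 35 splits as high), so chance cannot be excluded there. Auxin in unstressed tagged cells gave 0 (2) and the differences 0 (6 and 6). Where the real count is 0, here and above, every split is as high and the splits test nothing.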
